# Involvement of Interleukin-17A-Induced Hypercontractility of Intestinal Smooth Muscle Cells in Persistent Gut Motor Dysfunction

**DOI:** 10.1371/journal.pone.0092960

**Published:** 2014-05-05

**Authors:** Hirotada Akiho, Yohei Tokita, Kazuhiko Nakamura, Kazuko Satoh, Mitsue Nishiyama, Naoko Tsuchiya, Kazuaki Tsuchiya, Katsuya Ohbuchi, Yoichiro Iwakura, Eikichi Ihara, Ryoichi Takayanagi, Masahiro Yamamoto

## Abstract

**Background and Aim:**

The etiology of post-inflammatory gastrointestinal (GI) motility dysfunction, after resolution of acute symptoms of inflammatory bowel diseases (IBD) and intestinal infection, is largely unknown, however, a possible involvement of T cells is suggested.

**Methods:**

Using the mouse model of T cell activation-induced enteritis, we investigated whether enhancement of smooth muscle cell (SMC) contraction by interleukin (IL)-17A is involved in postinflammatory GI hypermotility.

**Results:**

Activation of CD3 induces temporal enteritis with GI hypomotility in the midst of, and hypermotility after resolution of, intestinal inflammation. Prolonged upregulation of IL-17A was prominent and IL-17A injection directly enhanced GI transit and contractility of intestinal strips. Postinflammatory hypermotility was not observed in IL-17A-deficient mice. Incubation of a muscle strip and SMCs with IL-17A *in vitro* resulted in enhanced contractility with increased phosphorylation of Ser19 in myosin light chain 2 (p-MLC), a surrogate marker as well as a critical mechanistic factor of SMC contractility. Using primary cultured murine and human intestinal SMCs, IκBζ- and p38 mitogen-activated protein kinase (p38MAPK)-mediated downregulation of the regulator of G protein signaling 4 (RGS4), which suppresses muscarinic signaling of contraction by promoting inactivation/desensitization of Gα_q/11_ protein, has been suggested to be involved in IL-17A-induced hypercontractility. The opposite effect of L-1β was mediated by IκBζ and c-jun N-terminal kinase (JNK) activation.

**Conclusions:**

We propose and discuss the possible involvement of IL-17A and its downstream signaling cascade in SMCs in diarrheal hypermotility in various GI disorders.

## Introduction

GI motility disorders, such as GI infection, IBD, ileus, achalasia and functional gastrointestinal disease, have been associated with immune activation [1]–[5]. Patients after acute bacterial gastroenteritis and those with IBD in remission, typically Crohn's disease (CD), often develop symptoms of irritable bowel syndrome (IBS), termed post-infectious IBS (PI-IBS) and IBD-IBS, respectively [6], [7]. The key features of these disorders include pain and usually diarrheal symptoms with minimal or no evident intestinal inflammation [6]. Previous studies suggest that infiltrating T lymphocytes in the intestinal muscle layer play an important role in motility dysfunction. The critical role of T helper type 2 (Th2) signaling driven by transcription factor Stat6 and T cell cytokines, such as IL-4 and IL-13, have been shown in post-infectious gut hypermotility by using experimental nematode infection models [8]–[10]. However, in the pathogenesis of CD, IL-12/Th1 and IL-23/Th17 pathways, rather than the Th2 pathway, are believed to be predominantly involved [1], [11]. Proinflammatory and Th1 cytokines such as tumor necrosis factor α (TNF-α), IL-1β and interferon-γ (IFN-γ) are known to induce strong hypomotility by directly decreasing the contractility of intestinal SMCs [12]–[14]. Thus, the mechanism underlying hypermotility in IBD-IBS is still unknown. Here, using a mouse model of T cell activation-induced enteritis, we show IL-17A may be involved in GI hypermotility in the model by inducing hypercontractility in SMCs. Although the model may not directly reflect the pathological situations of clinical IBD nor IBS, and although IL-17A is not essential for induction of inflammation in this model, the present findings address the possibility that IL-17A may modulate GI motility in the healing stage after intestinal inflammation. Furthermore, we analyzed the detailed molecular mechanisms, which indicate the contractile response of SMCs is regulated *via* crosstalk between mitogen-activated protein kinases and IκBζ-mediated modulation of the regulator of G protein signaling 4 (RGS4).

## Materials and Methods

### Mice

BALB/c mice were purchased from Japan SLC, Inc. (Hamamatsu, Japan). IL-17A-deficient mice (Il17a^tm1Yiw^) of BALB/c strain were described previously [15]. This study was carried out in strict accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health. The protocol was approved by the Committee on the Ethics of Animal Experiments of Tsumura Research Laboratories (Permission Number: 08–210).

### Chemicals

Culture media and supplements were obtained from Lifescience Technologies (Carlsbad, CA.). Various MAPK and NFκB inhibitors were purchased from Calbiochem (San Diego, CA). Other reagents were from Sigma-Aldrich (St. Louis, MO) unless otherwise stated.

### Cytokines and antibodies

Recombinant human and murine IL-17A, IL-1β and IL-4 and an IL-17R-Fc-Chimera antibody were obtained from R&D systems (Minneapolis, MN). Antibodies to CD3 (αCD3, clone 145-2C11, mouse monoclonal, BD Bioscience, San Jose, CA), IL-17R (mouse monoclonal, R&D systems), NFκB p65 (rabbit monoclonal, Cell Signaling Technology, Danvers, MA), total myosin light chain-2 (t-MLC, rabbit polyclonal, Cell Signaling Technology), phospho-myosin light chain 2 (Serine 19) (p-MLC, mouse monoclonal, Cell Signaling Technology), RGS4 (rabbit polyclonal, LifeSpan Biosciences, Seattle, WA), α-smooth muscle actin (rabbit monoclonal, Novus Biologicals, Littleton, CO), and MAPK antibodies (rabbit polyclonal, Cell Signaling Technology) were used.

### αCD3-induced motility disorder model

Male 8- to 10-week old mice were injected with 12.5 µg of αCD3 intraperitoneally. 1, 3 and 7 days after αCD3 or PBS injection, we evaluated the histology, GI transit and contractility of SI muscle strip and isolated SMCs. The cytokine protein and mRNA levels in whole tissue and isolated longitudinal muscle (LM) layer were also determined. For estimation of GI transit, mice were orally administered with 200 µL of fluorescein-labelled dextran of 70,000 MW (FD70; Invitrogen, Carlsbad, CA) and the GI tract was excised after 30 min. Fluorescence was visualized and quantified using the G-box system (Syngene, Cambridge, UK) [16] and the geometric center was calculated using the formula: Σ(% FD70 per segment ×segment number)/100. In some experiments, murine IL-17A (10 µg/mouse/day) was intraperitoneally injected for three days and GC was measured on day 5.

### Contractility assays

Muscle strip (MS): Excised small intestinal segments or peeled LM strips were placed in an organ bath filled with oxygenated (95% O_2_ and 5% CO_2_) Krebs-Henseleit solution. Tension generated along the longitudinal axis of the strip was recorded with an isometric tension transducer + digital bridge amplifier (World Precision Instruments, Sarasota, FL), and visualized with the Data Acquisition System (Acknowledge-MP100 system; BIOPAC Systems, Goleta, CA). Contractile force (g) of each MS was normalized by their length in place of the conventional method using tissue weight or section area because 1) histochemistry revealed that the morphology of SMC and MS at 1 week after αCD3 injection returned to normal (Figure S1), 2) accordingly, the distribution of the plots of length and weight of intestinal segments and their correlation coefficient were similar between αCD3-treated and PBS treated groups (data not shown), 3) the correlation between length and wet weight was significant and strong in the present experimental setting (data not shown). The dose-related effects of carbamylcholine chloride, (CCh; Sigma-Aldrich), (1 nmol/L–1 mmol/L) was examined cumulatively [17]. In some experiments, LM strips were incubated with 1 ng/ml/day of mouse recombinant IL-17A for 3 days in medium 199 (M199, Life Technologies) containing 1% antibiotics-antimycotics (Sigma-Aldrich).

Isolated murine SMC: Excised LM from mouse small intestine was dispersed in HEPES buffer containing 1 mg/ml of collagenase, BSA and trypsin inhibitor (Sigma-Aldrich) at 31°C [8]. The cells were washed and then harvested through a 210-µm nylon mesh. In some cases, SMCs were incubated with recombinant mouse IL-17A for 24 hr in DMEM (Life Technologies) containing 1% antibiotics-antimycotics. SMCs were stimulated by the addition of CCh for 30 seconds and fixed with 1% acrolein. The cells were further stained with DAPI and phalloidin and the length of SMCs, which maintain normal morphological integrity of actin and nucleus was measured using a cell-imaging system Celaview RS100 (Olympus, Tokyo, Japan). The contractile response was taken as the ratio of the average length of SMCs exposed to CCh to that of SMCs exposed to PBS.

Cultured human colonic and murine SI SMCs: The cells were cultured in the temperature-responsive 96 well culture plates (UpCell plates, CellSeed Inc., Tokyo, Japan) at 37°C. The confluent cell layers were incubated with various concentrations of IL-17A for 4–5 days. After addition of CCh (10^−11^ M), the plates were incubated at room temperature, which induced the detachment of the cell layer from the bottom of the well by altering the hydrophobicity of polymers covalently bound to the plate surface. The cell layer was fixed with 1% acrolein and the contractility was estimated by measuring the area of shrinking cell layers using BIOREVO BZ-9000 (Keyence, Osaka, Japan).

### Quantitation of mRNA and protein of cytokines

Total RNA was prepared using an RNeasy Lipid Tissue Mini Kit (QIAGEN GmbH, Hilden, Germany). One µg of totalRNA was reverse transcribed by High Capacity cDNA Reverse Transcription Kits (Life Technologies) and the cDNA samples were analyzed by real-time PCR by using TaqMan Gene Expression Master Mix (Life Technologies). Real-time PCR was monitored using an ABI Prism 7900 HT (Life Technologies) with a TaqMan gene expression assay probe. Ubiquitin C was analyzed as an internal control. For quantitation of cytokines, supernatants from tissue homogenates were analyzed using a Bio-Plex Suspension Array System with Millipex Mouse Cytokine Panel 1 and Bio-Plex Pro Mouse Cytokines Panel Group 1 (Bio-Rad Laboratories, Hercules, CA). Results were corrected for protein concentration, which was measured using Bradford protein assay kit (Bio-Rad Laboratories).

### Microarray

Total RNA was prepared using an RNeasy mini kit (QIAGEN). The quality of the total RNA was assessed using a Bioanalyzer (Agilent Technologies, Palo Alto, CA). RNAs were labeled with the Agilent Quick Amp labeling kit (Agilent Technologies) and hybridized Agilent whole genome oligo microarray (8×60 k, Agilent Technologies). The microarray data sets were normalized by Agilent GeneSpring GX 10.0 using the Agilent FE one-color scenario (global normalization). Data were deposited to Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/) and are available under the series ID: GSE39573.

### Cell culture

Murine LM was digested in the buffer containing 0.1% type II collagenase and 0.1% soybean trypsin inhibitor (Sigma-Aldrich) and the dispersed cells were plated in type IV-collagen coated plates (BD Bioscience) in HuMedia-SG2 (Kurabo, Osaka, Japan). After 9 days of culture, medium was replaced with M199 containing antibiotics-antimycotics. After an additional 24 hr of culture, cytokines and/or inhibitors were added. Human colonic SMCs were purchased from ScienCell Research Laboratories (Carlsbad, CA) and cultured according to the supplier's protocol. Changes of medium and treatment with cytokines/inhibitors were performed as described above. SN50 (Enzo Biochemicals, Farmingdale, NY), and various siRNAs (Dharmacon siRNA; ThermoFisher Scientific, Lafayette, CO) were examined.

### Immunoblot analysis

LM strips and cultured SMCs were homogenized in the lysis buffer containing protease and phosphatase inhibitor cocktails (ThermoFisher Scientific) and the amount of protein was measured using a RC-DC-protein assay kit (BioRad). Samples were separated by SDS-PAGE, transferred to Immobilon-P membranes (Millipore, Bedford, MA), and probed with primary antibodies and finally, with fluorescein-conjugated secondary antibodies (Life Technologies). The bands were visualized using an enhanced chemiluminescence (ECL) system (Pierce, Rockford, IL). Phosphorylation of serine 19 in myosin light chain 2 (p-MLC) was evaluated by calculating the ratio of the band intensity of p-MLC to that of t-MLC, which was quantified on a separate immunoblot in which the same amount of sample was loaded (Figure 5G). For the experiments shown in Figures 3B and 7B, an additional normalization of saline- and cytokine-treated samples to non-treated naïve samples (Control) was performed. This additional normalization was required because the basal levels of p-MLC/t-MLC fluctuated among the individual mice and/or separate experiments.

### Immunostaining and imaging analysis

Immunohistochemistry and immunocytochemistry were performed on frozen-sections of MS post-fixed by acetone, and cultured SMC on type IV collagen-coated slides/dishes, respectively, using antibodies to NFκB p65 and RGS4. Samples were viewed using a laser-scanning confocal microscope FV1000 (Olympus, Tokyo, Japan) and a cell-imaging system Celaview RS100 (Olympus). Three dimensional reconstitution of confocal images was performed using the FV1000's built-in program. Nuclear translocations of NFκB p65 protein was assessed by measuring the intensity of p65 immunosignal in the nuclei which were picked up automatically by Celaview.

### RGS4 activity

RGS4 translocation to the plasma membrane from the cytosol was evaluated by two methods, immunoblotting and imaging analysis. Subcellular fractions were prepared using ProteoExtract Subcellular Proteome Extraction Kit (Calbiochem) from peeled mouse LM strips and cultured human/mouse SMCs. Cytosolic and nuclear fractions and plasma membrane fractions were electrophoresed and analyzed by immunoblotting. The ratio of plasma membrane RGS4 to the cytosolic/nuclear RGS4 was then calculated. Alternatively, because the amount of RGS4 protein was too low for immunoblotting during the early stage of SMC culture, RGS4 translocation was quantified by imaging analysis using Celaview. Percentage of the cells having the “punctate RGS signal” to the total number of cells were counted manually in a blind fashion.

### MAPK activities

Screening of MAPK activities were performed as follows: SMCs cultured with cytokines for 4 days were lysed and the activities of 24 MAPKs then measured using a ProteomeProfiler kit (R&D Systems). Activation of p38 MAPK and JNK was measured by immunoblot as the ratio of the phosphorylated band to the total band.

### Statistical analysis

Data are expressed as mean ± s.e.m. We performed an unpaired Student's t-test to analyze differences between two groups of mice. The difference of dose-responsive effect was analyzed by repeated measure ANOVA. Among three or more groups of mice, an unpaired Student's t-test corrected using the Bonferroni method or the closed testing procedure, were performed to determine statistical significance. P<0.05 was considered a significant difference.

## Results

### Hypermotility after resolution of T-cell-activation-induced eneteropathy was mediated by IL-17A

Mice injected with a T-cell-activating anti-CD3 antibody (αCD3) develop a transient diarrheal illness [18]–[20]. The small intestinal (SI) tissue damage in the early phase (1–3 days after αCD3 injection) is characterized by enterocyte apoptosis, epithelial damage and villous atrophy which had recovered by day 7 in terms of histology (Figures S1A, B). However, αCD3-treated mice on day 1 (the inflammatory phase) showed hypomotility, but then displayed hypermotility on day 7, in the recovery phase (Figure 1A). SI strips isolated on day 7 also showed enhanced contractile responses upon stimulation by an acetylcholine (ACh) analog, carbamylcholine chloride (CCh) (Figures 1B). The contractile response was not abrogated by tetrodotoxin treatment (data not shown). Accordingly, SMCs isolated on day 7 also showed enhanced CCh-induced contractile responses (Figures 1C). The antibody induced only a modest elevation in the level of SI TNF-α, IL-1β, IFN-γ, IL-4 and IL-23 proteins while IL-6 and IL-17A increased by several fold. Furthermore, a significantly higher level of IL-17A was observed on day 7 (Figure 1D). Real-time RT-PCR analysis also indicated that IL-17A is predominantly induced by αCD3 treatment among IL-17A∼F subtypes (data not shown). We therefore investigated whether IL-17A is involved in the aberration of gastrointestinal transit in this model. Intraperitoneal injection of IL-17A significantly enhanced GI transit and contractility of MS (Figure 2A). Treatment with IL-17R Fc-chimera, an efficient antagonistic chimeric antibody to IL-17A–IL-17 receptor interaction, abrogated the αCD3-induced acceleration of GI transit (Figure 2B). In addition, In IL-17A KO mice, while the hypomotility of GI transit in the inflammatory phase was shown, hypermotility in the recovery phase disappeared (Figure 2C). There were no apparent difference in the enteropathy of SI between IL-17A KO and wild-type mice (Figures S1A–C). These data suggest that IL-17A is responsible for post-inflammatory hypermotility in the GI tract.

**Figure 1:**
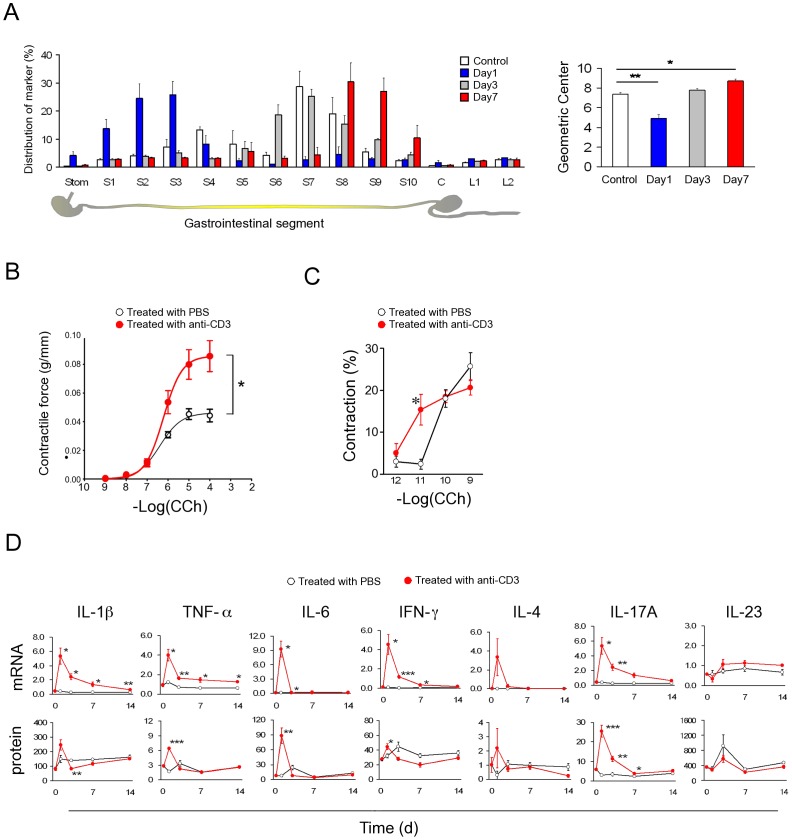
T cell activation induces GI hypermotility after resolution of inflammation, with sustained upregulation of IL-17A protein. (**A**) GI transit distribution histograms and calculated geometric center (GC) values from the histograms. GC has been frequently and reliably used to estimate GI transit. Stom, stomach; S1–S10, small intestine segments 1–10; C, caecum; L1–2, Large intestine segments 1–2. Control (PBS-treated), day 1, 3 and 7 after αCD3 injection (n = 3 for each group of mice). (**B**) Carbachol (CCh)-stimulated dose-response curves of contractile response of SI strips prepared from day 7 with or without αCD3 treatment (n = 7). CCh was added cumulatively. (**C**) CCh-stimulated dose-response curves of contractile response of SI longitudinal SMCs prepared from day 7 with or without αCD3 treatment. The respective concentration of CCh was added separately (n = 4). (**D**) Time-dependent changes of mRNA and protein levels of various Th-cytokines in the intestinal tissue measured by quantitative RT-PCR and Bio-plex assay, respectively (n = 4∼8). Numerical data represent means ± s.e.m. *P<0.05, **P<0.01 versus control/PBS-treated, repeated measure ANOVA (**B**), Student's t-test (**A, C, D**) with Bonferroni correction for multiple comparison (**A**).

**Figure 2:**
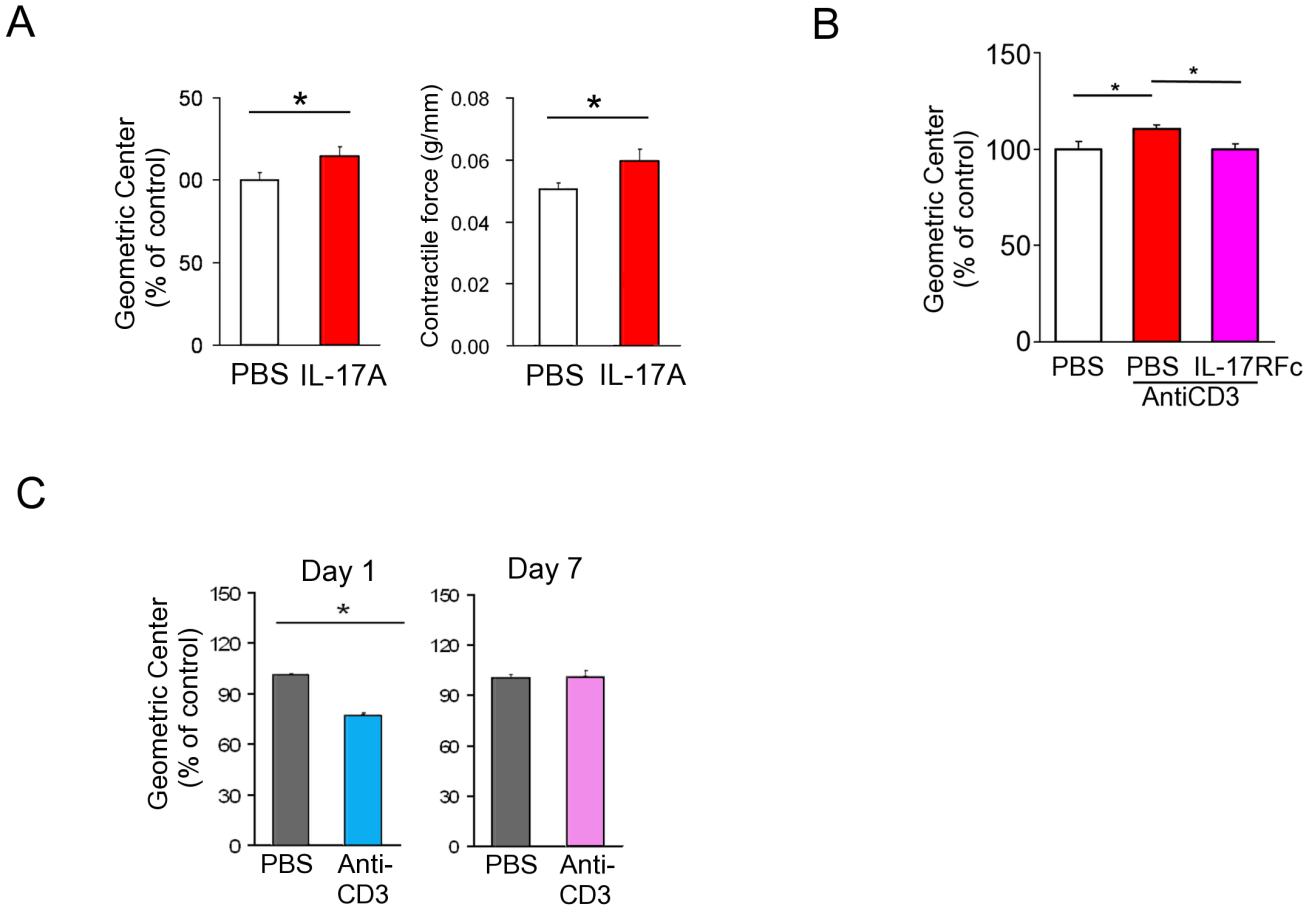
A possible involvement of IL-17A in αCD3-induced hypermotility. (**A**) Calculated GCs (left panel) and contractile response induced by 10^−5^ M CCh (right panel) of IL-17A-injected mice (n = 11∼15). Saline or IL-17A (10 µg/mouse/day) was intraperitoneally injected three times. GC was measured on day 5. SI strips was isolated on day 5 and the contractility was immediately measured. (**B**) Calculated GCs of αCD3-injected mice in the recovery phase. The effect of IL-17R-FcChimera (twice i.p. at 1.5 and 3 hrs after αCD3-injection; n = 13–15) was demonstrated. (**C**) Calculated GCs of control and αCD3-injected IL-17 KO mice in the day 1 inflammatory phase (n = 3) and in the day 7 recovery phase (n = 11∼13). Numerical data represent means ± s.e.m. *P<0.05 versus control/PBS-treated, Student's t-test (A-C) with Bonferroni correction for multiple comparison (**B**).

**Figure 3:**
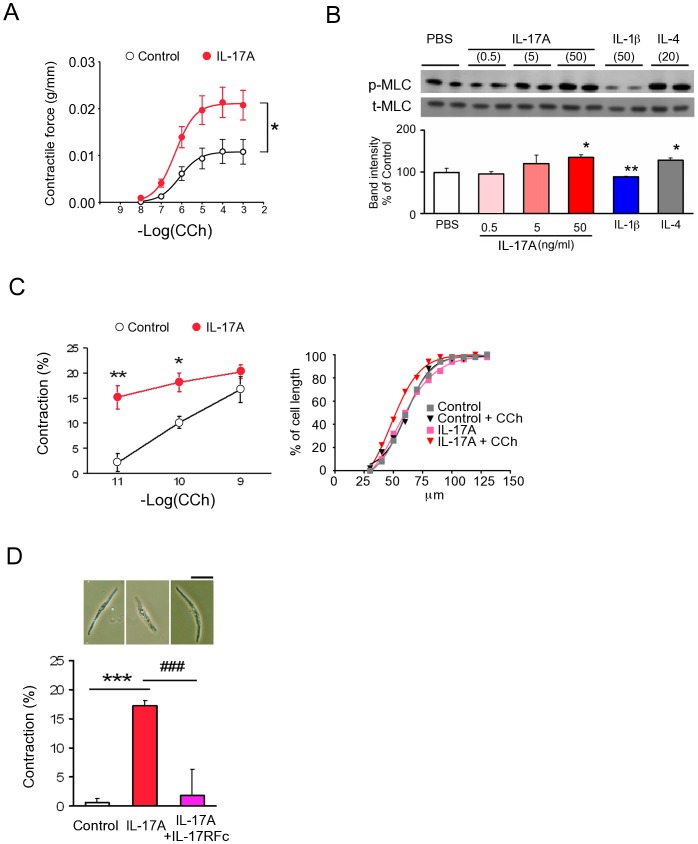
IL-17A induces hypercontractility of SI longitudinal MS and SMCs. (**A**) CCh-stimulated dose-response curves of MS contractility induced by IL-17A treatment for 3 days. CCh was added cumulatively (n = 9). (**B**) Immunoblot analysis of phosphorylated Ser19 of myosin light chain 2 (p-MLC) in samples of MS treated with or without IL-17A, IL-1β or IL-4 and quantitation of band intensity (n = 3∼4). The ratio of p-MLC to total MLC was calculated as described in Materials and Methods and normalized to untreated samples. N means the number of mice. Upper panels are representative images. (**C**) The Left panel shows CCh-stimulated dose-dependent changes of SMC contractility induced by IL-17A treatment for 24 hr. The respective concentration of CCh was added separately (n = 5). The right panel shows the distribution of cell length of 10^−11^ M CCh-stimulated SMCs with or without IL-17A treatment for 24 hr (n = 4). Y axis represents accumulating percentage of the number of the cells whose length are equal to, or smaller than, the length indicated in the x axis. The graph suggests that almost all of the analyzed SMCs responded to CCh stimulation. (**D**) Contractile response to CCh of SMCs treated with or without L-17A and/or IL-17R-Fc-Chimera (n = 6∼7). Upper panels are representative phase-contrast images. Scale bar, 50 µm. Numerical data represent means ± s.e.m. *P<0.05, **P<0.01 ***P<0.001 versus control/PBS-treated, ^###^P<0.001 versus IL-17A-treated. Repeated measure ANOVA (**A**), Student's t-test (**B-D**) with the closed testing procedure (**B**) and Bonferroni correction (**D**) for multiple comparisons.

### IL-17A induced hypercontractility in isolated LM strips and SMCs

Next we examined the effect of IL-17A on LM strip contractility *in vitro*. An LM strip in an organ bath that was repeatedly exposed to IL-17A for 3 days showed enhanced CCh-induced contraction (Figure 3A). Accordingly, immunoblot analysis of MS revealed that p-MLC, a surrogate marker as well as a key mechanistic factor of smooth muscle contraction [21], increased upon IL-17A treatment (Figure 3B). IL-1β (a relaxing agent) and IL-4 (a contracting agent) induced a decrease and increase in the level of p-MLC, respectively (Figure 3B). An enhancement of CCh-induced contraction was also found in the SMCs isolated from LM layers after incubation with IL-17A *in vitro* for 24 hr (Figures 3C). This effect was abrogated by co-treatment with IL-17R-Fc-Chimera (Figure 3D).

### IL-17A activated IκBζ signaling

To investigate the molecular signalling, microarray analysis was performed on LM strip. 

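The deposited files hold 18 microarrays of RNA from muscle strips of mouse small intestine that were cultured for 24 h, with 6 arrays for each of 3 treatments. The strips were left as controls, treated with IL-17A, or treated with IL-17A together with 6-shogaol, a pungent compound of ginger. The paper reports on the control and IL-17A groups, which Figure 4A and B compare. Each array was hybridized with RNA carrying a single dye and was read at 45018 spots, of which 43379 were not control spots and stood for 41174 distinct probes. The deposited values are the intensities that the authors' scanner software gave after subtracting the background and correcting for trends across the array, and they had not yet been scaled between arrays. The authors also deposited a table of processed intensities, whose values equalled those of the scanner software on all 18 arrays.

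The share of spots well above background was between 58.35 and 63.65% per array, with a median of 60.71% in control, 61.66% in IL-17A and 62.4% in IL-17A with 6-shogaol. The 75th percentile of the intensity had a median of 323.2 in control, 296.8 in IL-17A and 366.9 in IL-17A with 6-shogaol. No spot was saturated, and between 36 and 91 spots per array were left out because the scanner software marked them as uneven or far from their repeats. The paper's methods describe a global normalization of 1-colour data. Here the log2 of each intensity was taken and the array's 75th percentile over the spots that were not controls was subtracted, and the spots of a probe were averaged. A probe was tested when it was well above background on at least 6 of the 12 arrays of a comparison, which left 24810 probes for IL-17A against control. Differences were tested with limma and adjusted by the Benjamini-Hochberg method, and a probe was called at an adjusted p under 0.05. Where a gene had several probes, the brightest over the 12 arrays stood for it. The precision is limited by the number of arrays.

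The arrays lay on slides of 4. Slide 1 held controls 1 to 4, slide 2 held controls 5 and 6 with IL-17A arrays 1 and 2, and slide 3 held IL-17A arrays 3 to 6. Only slide 2 therefore carried both groups, and the difference between its 2 control and 2 IL-17A arrays is given beside the pooled one for the genes named.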

The typical target genes of IL-17A were induced (Figure 4A), and IκBζ, a subset of the NFκB signalling pathway, was found to be upregulated after IL-17A treatment (Figure 4B). Accordingly, LM strips incubated with IL-17A for 1 hr showed nuclear translocation of NFκB p65 protein (Figure 4C). 

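IκBζ is encoded by Nfkbiz, whose brightest probe lies on chromosome 16 of mm8 from 55736929 to 55736988. Its log2 intensity, relative to the array's 75th percentile, was 1.89 ± 0.35 (SD, n = 6) in control and 2.64 ± 0.21 (SD, n = 6) in IL-17A. The log2 fold change was 0.75 (standard error 0.15), and all 6 IL-17A arrays lay above all 6 control arrays (exact two-sided permutation test, p = 0.00216, the smallest p that 6 arrays against 6 allow). Over all probes tested, the adjusted p was 0.0892 by limma, so Nfkbiz was not past the threshold. The difference was 1.36 within slide 2 and 0.44 between slides 1 and 3. With slide as a fixed term, which takes the difference from slide 2 alone, the adjusted p was 0.00481, and over all settings tried it ranged from 0.00481 to 0.244. Nfkbiz was past the threshold under 5 of these settings, 1 of them an unadjusted test. Another was the replicate number as a block, which compares control and IL-17A arrays of the same number (adjusted p = 0.0318 by limma). Deviations from the group means of such arrays correlated by 0.236 on average, the highest of 720 matchings. The correlation was over 0.1 in 5 of 6 pairs. These values argue against numbers that are unrelated between the groups. No label ties the numbers to experiments, so a pairing by experiment stays open, and the fit without a block does not take it into account. With each array left out in turn, the log2 fold change of Nfkbiz stayed between 0.63 and 0.82, and the gene was past the threshold in none of these fits.

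Figure 4A names 16 target genes, and all were well above background on enough arrays to be tested. Of these, 13 were higher and 3 lower in IL-17A, and 15 were higher within slide 2. The median log2 fold change was 0.72. By limma, 5 of the 16 were past the threshold over all probes, and 11 had an unadjusted p under 0.05. Adjusted over the list alone, 11 were past it. Csf3 rose most, with a log2 fold change of 2.08 (standard error 0.26, adjusted p = 0.00845 by limma) and 2.99 within slide 2. Lcn2 followed with 1.52 (standard error 0.23, adjusted p = 0.0223 by limma) and 2.45 within slide 2. For Cxcl5 the value was 1.25 (standard error 0.19, adjusted p = 0.0213 by limma), and 1.96 within slide 2. Mmp9 and Il6 rose by 1.17 and 1.03 on the log2 scale, both with an adjusted p of 0.00845 by limma, and by 1.21 and 1.42 within slide 2. In each of these 5 genes, all 6 IL-17A arrays lay above all 6 control arrays. Without control array 6 or IL-17A array 3 or 6, Cxcl5 and Lcn2 were no longer past the threshold, and Cxcl5 also not without control array 2. When slide was a fixed term, Mmp9 was not past the threshold (adjusted p = 0.0948 by limma), while Csf3, Lcn2, Cxcl5, Il6 and also Cxcl1 were. With the replicate number as a block, Timp1, Cxcl1, Csf2, Cxcl2 and Mmp3 were past it in addition to the 5.

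**Figure D1:**
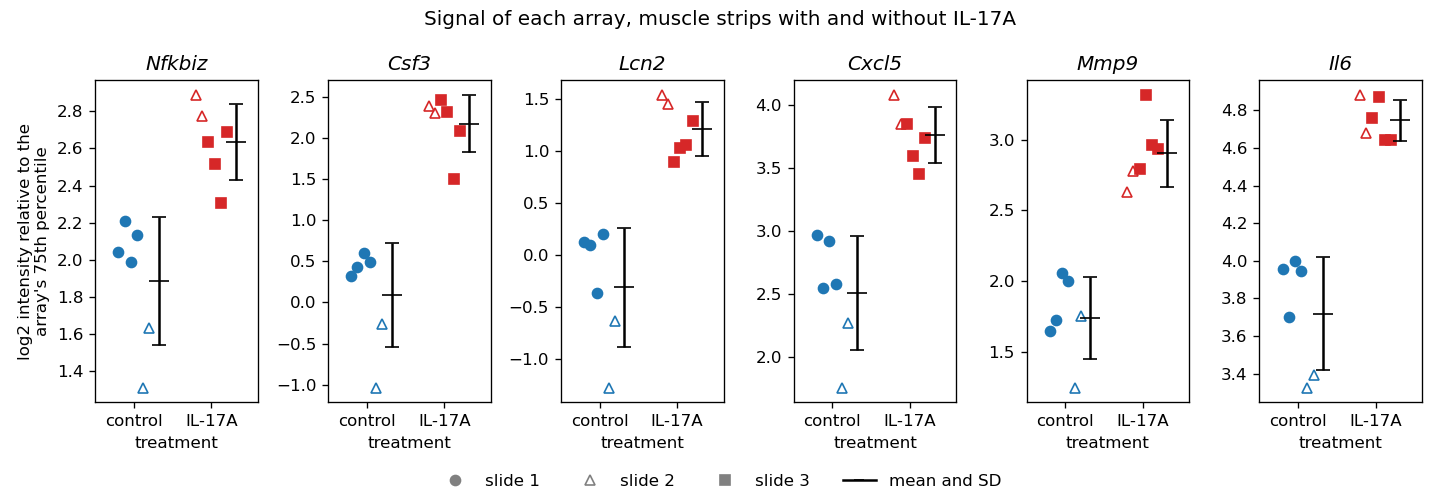
Log2 intensity of each array relative to its 75th percentile, for Nfkbiz and the 5 genes of Figure 4A past the threshold, in control (blue) and IL-17A (red), with the slide shown by the marker and bars for the mean and SD (n = 6). All 6 IL-17A arrays lie above all 6 control arrays in each gene, and the distance is larger on slide 2 than between slides 1 and 3, least so for Mmp9 (1.21 against 1.15).

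Across the 24810 probes, 42 were past the threshold, 32 higher and 10 lower in IL-17A, and 3245 had an unadjusted p under 0.05. The groups were apart without overlap at 219 probes, against 53.7 that chance gives on average, a share of 0.216%. Among the alternatives, the count of calls moved most with the unpaired 2-group test that the paper's statistics section names, which called 3147 probes unadjusted and 0 after the Benjamini-Hochberg adjustment. A fixed term for slide reduced it to 14, and the replicate number as a block raised it to 104. Leaving out 1 array at a time gave between 9 calls, without IL-17A array 3, and 100, without IL-17A array 2. Of the calls, 76.2% were higher in IL-17A, against 41% without IL-17A array 2, 46.8% without IL-17A array 1 and 35.3% with the unadjusted 2-group test. Of 770 probes called between slide 1 controls and slide 3 IL-17A arrays alone, 45.1% kept their sign on slide 2, and of all 24810 probes 45.4% did. Slide 2 sets controls 5 and 6 against IL-17A arrays 1 and 2, so replicate number differs there as well as treatment.

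From the induction of these targets and the rise of IκBζ, together with the other panels of Figure 4, the paper proposes that IL-17A activated NFκB.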

The effects of IL-17A on NFκB signalling were also observed in primary cultured murine SI SMCs (Figure S2A). Incubation with IL-17A rapidly (∼30 min) induced NFκB translocation in SMCs, similar to the effect elicited by IL-1β (Figure 4D). IL-17R-Fc-Chimera and IL-17RC siRNA abrogated the NFκB translocation induced by IL-17A but not by IL-1β (Figure 4E). Similar to the microarray data on LM strips, mRNAs of NFκB–related proteins, especially of IκBζ, was also potently induced in cultured SMCs (Figure 4F). These data suggest IL-17A-induced the activation of NFκB.

**Figure 4:**
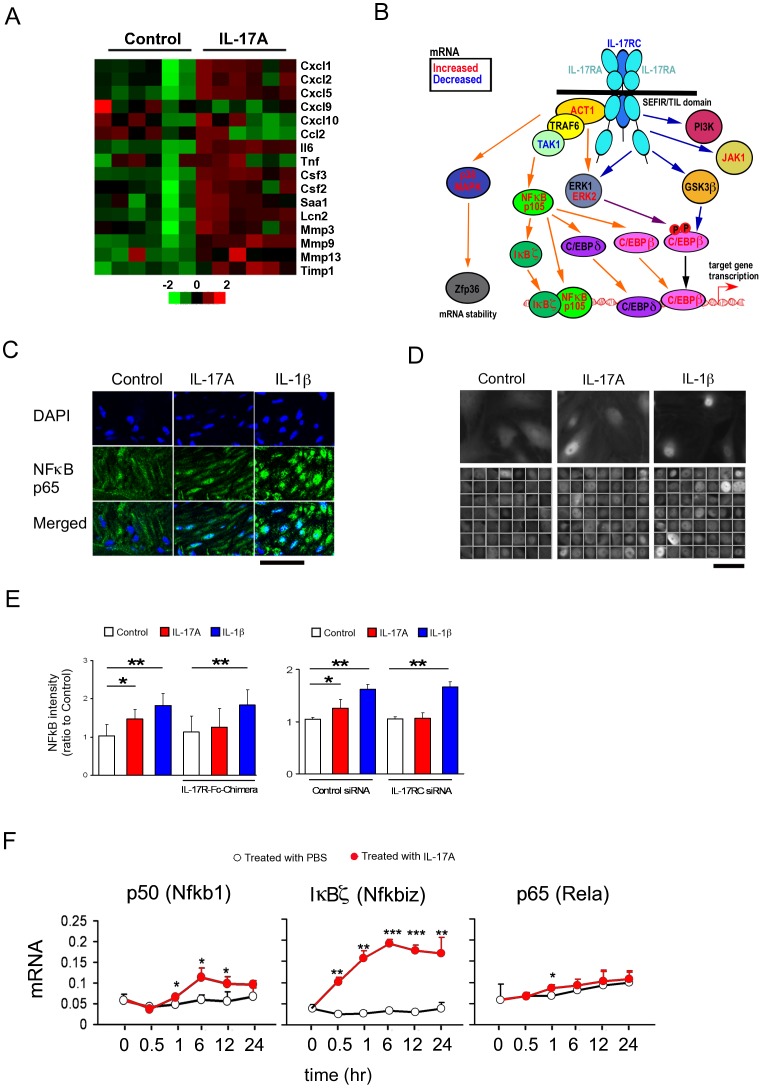
A possible involvement of the IκBζ pathway in IL-17A-induced hypercontractility. (**A**) Heatmap of genes expressed in MS after 24 h IL-17A treatment, assessed by microarray (n = 6). (**B**) Summary of changes of mRNA levels of the genes of IL-17A signalling cascade assessed by microarray (n = 6). Genes with significant changes in expression are coloured in red (increased) or blue (decreased). (**C**) Immunohistochemical staining for NFκB p65 protein in MS treated with or without IL-17A and IL-1β for 1 hr. Scale bars, 50 µm. (**D**) Immunofluorescence staining of NFκB p65 protein in primary cultured murine SMCs after 30 min treatment with IL-17A or IL-1β. Lower panels represent p65 immunosignal in the nuclei picked up automatically by the cell imaging system Celaview. Scale bar, 25 µm. (**E**) Relative intensity of NFκB p65 immunosignal accumulated in the nucleus treated with IL-17R-Fc-Chimera or IL17RC siRNA (n = 3∼6). (**F**) Time-dependent changes in mRNAs of NFκB proteins evaluated by real-time RT-PCR in mouse cultured SMCs (n = 6). Numerical data represent means ± s.e.m. *P<0.05, **P<0.01, ***p<0.001, Student's t-test (**E**, **F**) under the closed testing procedure for multiple comparison (**E**).

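The other 11 genes of Figure 4A were not past the threshold after adjustment over all probes. The closest was Timp1, with a log2 fold change of 0.59 (standard error 0.11, adjusted p = 0.0611 by limma) and 0.48 within slide 2. Each of its 6 IL-17A values lay above all 6 control values, and it was past the threshold under several alternatives, among them normexp background correction (adjusted p = 0.0169 by limma). Cxcl1, Csf2, Saa1 and Cxcl2 had log2 fold changes of 0.82, 0.82, 0.76 and 0.68, and within slide 2 of 1.67, 1.89, 1.46 and 1.37. A dimmer probe of Saa1 gave 0.09 (adjusted p = 0.865 by limma) and 0.37 within slide 2. Although not past the threshold here, Cxcl1, Csf2, Cxcl2 and Mmp3 were past it under at least 1 alternative, with an adjusted p as low as 0.0305, 0.0293, 0.0466 and 0.0473 by limma. For each of these genes, and for Timp1, the replicate number as a block was such an alternative. In Cxcl1, 5 of 6 IL-17A arrays lay above all controls (exact two-sided permutation test, p = 0.00649). Control array 5 and IL-17A array 5 were each the lowest of their group in Csf2. Its log2 fold change was 0.56 without the former and 1.03 without the latter. For Mmp3 and Mmp13 the log2 fold changes were 0.51 and 0.35. The latter was 0.23 without IL-17A array 3 and 0.50 without control array 3, each the highest of its group. For Tnf it was 0.08, a difference smaller than the spread between arrays. The 3 genes that were lower in IL-17A were Cxcl9, by -0.56, Ccl2, by -0.21, and Cxcl10, by -0.02, and in none was the difference larger than chance regrouping gives (exact two-sided permutation tests, p = 0.132, 0.158 and 0.942). Control array 1 was the highest in Cxcl9, and without it the log2 fold change was -0.28. Within slide 2, Cxcl9 was lower by -0.19, whereas Ccl2 and Cxcl10 were higher, by 0.31 and 0.64.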

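The 19 genes named in Figure 4B were all tested, and by limma none was past the threshold over all probes, with 5 at an unadjusted p under 0.05. Adjusted over the list alone, 1 was past it. By the unpaired Student's test of the paper's statistics section, 6 of the 19 brightest probes had an unadjusted p under 0.05, 5 of the 7 genes coloured as increased, 1 of the 2 coloured as decreased and 0 of the 10 not coloured, and 0 after the Benjamini-Hochberg adjustment. Apart from Nfkbiz, the largest log2 fold change of a gene coloured as increased was that of Nfkb1, 0.31 (standard error 0.10, adjusted p = 0.259 by limma) and 0.50 within slide 2. Traf3ip2, which encodes the adaptor Act1, had 0.18, Jak1 0.12 and Mapk14 0.11, and within slide 2 these were 0.31, 0.23 and -0.03. The probes of Cebpb differed in sign. The brightest gave -0.19 and 0.25 within slide 2, and another gave 0.22, with all 6 IL-17A arrays above all controls (exact two-sided permutation test, p = 0.00216) and an adjusted p of 0.107 by limma.

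Of the genes coloured as decreased, Map3k7, which encodes TAK1, had a log2 fold change of -0.25 (standard error 0.09, adjusted p = 0.266 by limma), but the difference within slide 2 was -0.002. Il17rc had -0.14 at its brightest probe and -0.13 within slide 2, and a second probe gave -0.22.

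**Figure D2:**
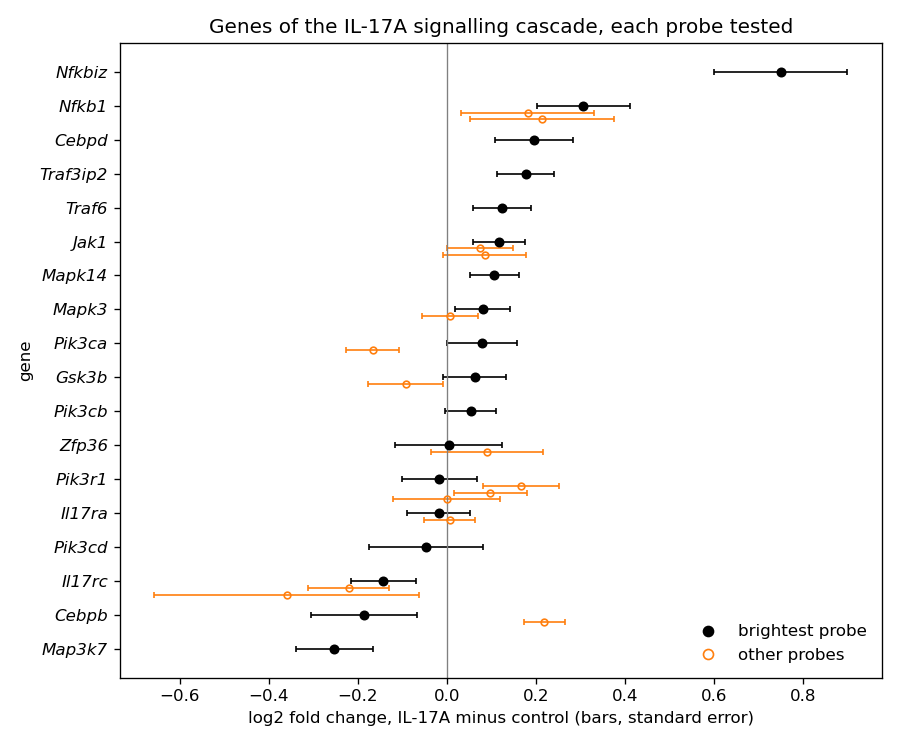
Log2 fold change of IL-17A against control with its standard error for 33 tested probes of 18 genes of Figure 4B, with the brightest probe of each gene in black and the other 15 in orange. Nfkbiz lies at 0.75, no other probe is above 0.31, and 6 of the other probes have the opposite sign to the brightest probe of their gene.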

**Figure 5:**
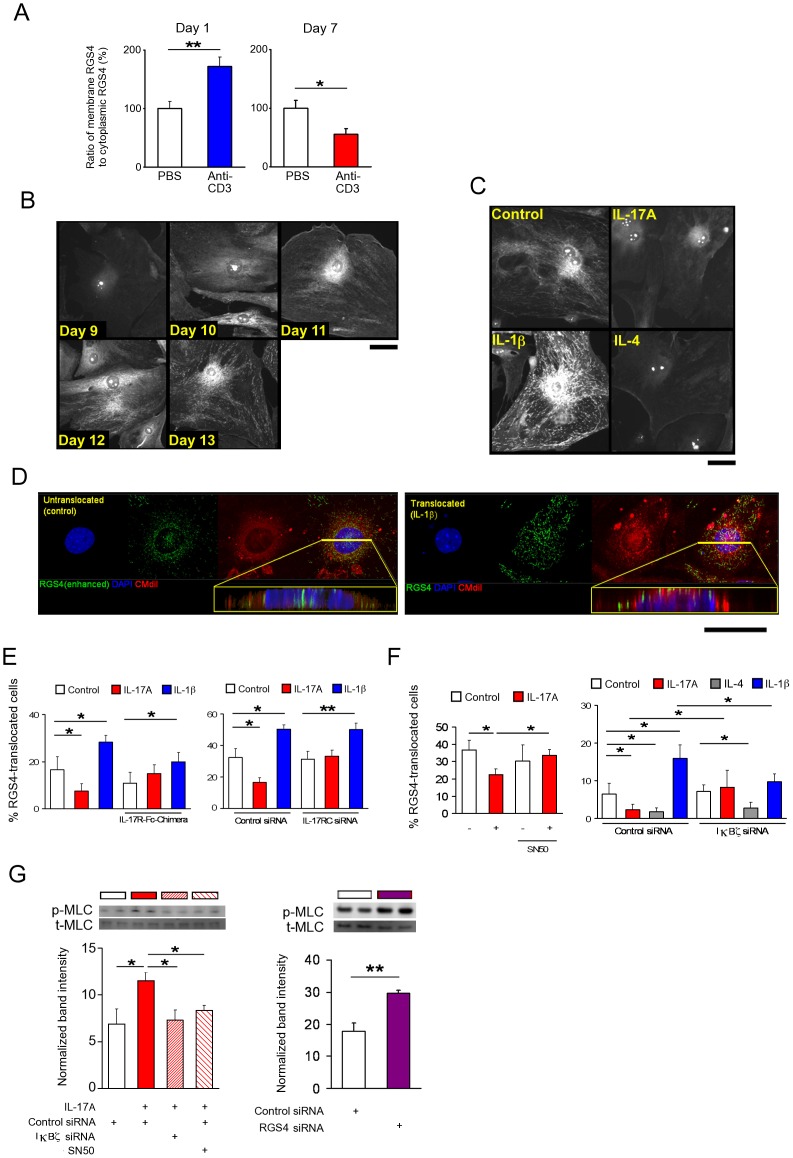
The effect of IL-17A on IκBζ - RGS4 signaling. (**A**) RGS4 activity in samples of MS isolated from the mice treated with PBS or αCD3. RGS4 activity was estimated as the ratio of membrane RGS4 to cytosolic RGS4 as described in Materials and Methods. In the inflammatory phase (Day 1) RGS4 activity was enhanced while in the recovery phase (Day 7) the activity was decreased (n = 8). (**B**) Immunofluorescence staining of RGS4 protein. The days from the beginning of the culture are indicated. Scale bar, 50 µm. (**C**) Immunofluorescence staining of RGS4 protein after treatment with IL-17A, IL-1β or IL-4 for 24 hrs. Scale bar, 50 µm. (**D**) Three dimensional reconstruction of laser confocal microscopic images of cultured SMCs treated with IL-1β (right panel) and control (left panel). Cross-sectional images are included. Scale bar, 50 µm. (**E**) RGS4 activity was assessed by calculating the ratio of the cells with punctate RGS4 immunosignals. The effect of IL-17A or IL-1β with or without L-17RFcChimera or IL-17RC siRNA was examined (n = 4∼5). (**F**) The effect of IL-17A, IL-1β, or IL-4 on RGS 4 activity was assessed with or without SN50, a p65 translocation inhibitor, or IκBζ siRNA (n = 4∼5). (**G**) Quantitation of p-MLC by immunoblot analysis. The ratio of p-MLC to total MLC was calculated as described in Materials and Methods. N means the number of wells prepared from a mixed single lot of SMCs derived from 24 mice. The experiment was repeated and essentially the same results were obtained. The left panel shows the effect of SN50 or IκBζ siRNAs on the IL-17A-induced increase in p-MLC (n = 3∼4). The right panel shows the effect of RGS4 siRNAs on the p-MLC (n = 3). Numerical data represent means ± s.e.m. *P<0.05, **P<0.01, Student's t-test under the closed testing procedure for multiple comparison (**A**, **E–F**).

### Analysis of RGS4 distribution in isolated LM strips from αCD3-treated mice

However, in GI SMCs, NFκB activation, which is typically triggered by IL-1β, results in the inhibition of ACh-stimulated initial contraction through upregulation in the expression of regulator of G protein signalling 4 (RGS4) [22]. RGS4 negatively regulates the strength and duration of signals mediated *via* Gα_q/11_ protein, which transmits the signals from ACh-stimulated muscarinic 3 receptor (M_3_R) to the downstream signalling cascade, e.g., activation of phospholipase C producing inositol 1,4,5–triphosphate and diacylglycerol [23]. These second messengers elicit the activation of protein kinase C, trigger an increase in [Ca^2+^]_i_ and drive the execution machinery of smooth muscle contraction consisting of myosin-actin interaction. Recruitment of RGS4 protein from the nucleus/cytosol to the M3R–Gα_q/11_ signalling complex residing in the plasma membrane is known to be critical for RGS4 functions. Therefore, quantification of the translocation of RGS4 from nucleus/cytoplasm to plasma membrane fraction has often been used to analyze the activity of this protein. In the present study, we firstly evaluated the distribution of RGS4 protein in isolated LM strips from αCD3-treated and PBS-treated mice. As shown in Figure 5A, in the inflammatory phase (Day 1), the ratio of RGS4 protein in the plasma membrane to that in the cytosol was larger in αCD3-treated mice. By contrast, this ratio was smaller in αCD3-treated mice in the recovery phase (Day 7). These data suggest that the suppressing effect of RGS4 on M3R–Gα_q/11_ signalling is increased in the inflammatory phase and decreased in the recovery phase.

### Analysis of RGS4 distribution in primary cultured SMCs

Next, we analyzed the intracellular distribution of RGS4 protein by immunofluorescent imaging in primary cultured SMCs (Figure 5B). SMCs began to express RGS4 protein from day 9, when the immunofluorescent signal was mainly confined to the nucleus and/or weakly diffused in the cytosol. However, over the following few days this signalling pattern gradually transformed to give bright punctate staining associated with the membrane. Indeed, the number of cells with punctate RGS4 staining increased spontaneously to 15–25% of SMCs by day 13. As shown in Figure 5C, IL-1β treatment on day 10 increased the number of cells with punctate RGS4 staining and augmented the signal intensity after 24 hr while IL-4 and IL-17 suppressed the occurrence of punctate RGS4 staining. In particular, IL-4 appeared to decrease the amount of RGS4 protein. Three dimensional reconstruction of RGS4 distribution by confocal laser microscopy revealed that the punctate RGS4 signals were located in and/or immediately beneath the plasma membrane, while the weak RGS4 signal was dispersed evenly throughout the nucleus and cytosol (Figure 5D). Thus the punctate distribution of RGS4 is a good indicator of RGS4 function [24]. Incubation with IL-17A reduced the number of SMCs with punctate RGS4 signals, and this was accompanied by a modest decrease in the level of RGS4. The IL-17A-induced downregulation of RGS4 function was inhibited by IL-17R-Fc-Chimera and IL-17RC siRNA, but had no effect on the IL-1β-induced increase in punctate RGS4 signals (Figure 5E). IL-1β-induced upregulation of RGS4 function is known to be mediated by NFκB signalling [25]. Therefore we examined whether NFκB signalling is involved in IL-17A-mediated downregulation of RGS4 function. The effect of IL-17A was inhibited by pre-treatment with SN50, a competitive inhibitor of nuclear NFκB p65 (RelA) translocation as well as siRNA to IκBζ (Figure 5F). Surprisingly, the upregulation of RGS4 by IL-1β was also inhibited by IκBζ siRNA. Although the IL-4 was found to downregulate RGS4 function akin to IL-17, the effect of IL-4 on RGS4 was unaffected by IκBζ siRNA treatment (Figure 5F). IL-17A treatment increased p-MLC, which was abrogated by IκBζ siRNA and SN50, while RGS4 siRNA treatment increased the amount of p-MLC (Figure 5G).

### Involvement of MAPKs for determination of the direction of contractile response

In order to obtain more direct evidence, we have developed an *in vitro* contractility assay of primary cultured SMCs using temperature-responsive plates. IL-17A-induced hypercontractility was demonstrated during day 2 to 4 (Figure S2B, Figure 6A), which was abrogated by NFκB inhibition (Figure S2C). The decrease in RGS4 induced by IL-17A was also maintained on day 4 (Figure S2D). Next, activation of various MAPKs was screened to investigate the possible mechanisms producing the opposing biochemical activities of IL-17A and IL-1β. We have found that IL-17A activates p38MAPK only while IL-1β activates p38MAPK and JNK1/JNK2 (Figure S2E, Figure 6B). The inhibition of p38MAPK abrogated IL-17A induced hypercontractility, while inhibition of JNK did not (Figure 6C). Anisomycin, a p38MAPK activator, also induced hypercontractility which was p38MAPK-mediated but JNK-unmediated (Figure 6D). IL-1β-induced RGS4 translocation was abrogated by JNK inhibitors and enhanced by p38MAPK inhibitors (Figure 6E). These data suggest that a balance between the relative activities of p38MAPK and JNK may determine the direction of the biological effect i.e., excess p38MAPK activity leads to hypercontractility whereas excess JNK activity leads to hypocontractility. Taken together, these findings imply that IL-17A enhances muscle contractility *via* downregulation of RGS4 translocation, which is modulated by p38MAPK and fuelled by NFκB- IκBζ (Figure 6F). Finally, we examined the effect of IL-17A on cultured human colonic SMCs (Figure S3A) and essentially the same results as those for murine SMCs were obtained, such as dose-dependent cell shrinking (Figures 7A), MLC phosphorylation (Figure 7B), NFκB activation (Figure 7C, Figure S3B), RGS4 suppression (Figure 7D), and involvement of IκBζ (Figure 7D, Figure S3C) and p38 MAPK (Figure 7E, Figure S3D).

**Figure 6:**
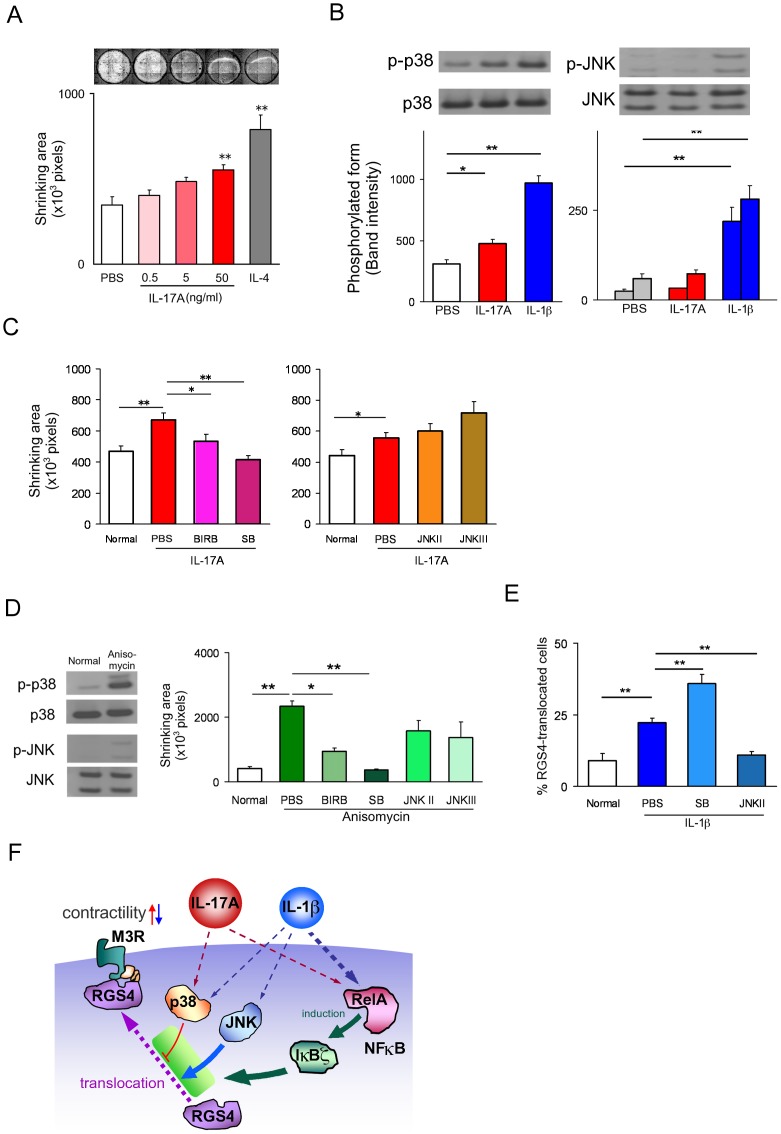
Involvement of p38MAPK activation in IL-17A-mediated hypercontractility in primary cultured murine SI SMCs. (**A**) Contractility assay of IL-17A-treated SMCs. SMCs were cultured with IL-17A or IL-4 for 4 days using the temperature-responsive cell culture surface, UpCell plates. After addition of 10^−11^ M CCh, the cell layers became detached from the well during incubation at room temperature. Cell shrinkage was calculated by measuring the area of cell layers (n = 3∼6). Upper panels are representative images. (**B**) Quantitation of activation of p38MAPK (left panel) and JNK (right panel) by immunoblot analysis. The amount of phosphorylated form of p38MAPK (p-p38) and JNK (p-JNK) was measured (n = 4). (**C**) Contractility assay of IL-17A-treated SMCs. The effects of p38MAPK inhibitors (left panel) and JNK inhibitors (right panel) are shown. SB203580 (SB, 1 µM), BIRB796 (BIRB, 10 nM), SP600125 (JNK II, 100 nM) and JNK inhibitor III (JNK III, 100 nM) were added 15 min before addition of IL-17A (50 ng/ml). Contractility was measured as described in Fig. 6A (n = 8). (**D**) Effect of MAPK inhibitors on on anisomycin-induced contractility. The activation of p38MAPK by anisomycin was demonstrated by the representative images of the immunoblot in the left panel. The right panel shows the effects of p38MAPK and JNK inhibitors on anisomycin-induced contractility. Contractility was measured the day after addition of anisomycin (n = 4). (**E**) The effects of p38MAPK and JNK inhibitors on IL-1β-induced RGS4 translocation. RGS4 activity was evaluated by Celaview analysis as described in Fig. 5D (n = 4). Numerical data represent means ± s.e.m. *P<0.05, **P<0.01, Student's t-test under the closed testing procedure for multiple comparison (**A–E**). (**F**) Scheme of IL-17A and IL-1β signalling leading to hyper- and hypo-contractility induced by IL-17A and IL-1β, respectively. IL-17A induces p38 MAPK phosphorylation and NFκB activation (i.e., translocation of p65 RelA protein into the nucleus) independently within 15 min. Inhibition of p38 MAPK activation had no effect on RelA translocation and conversely, inhibition of NFκB activation had no effect on MAPK phosphorylation (data not shown). The expression of IκBζ, which is virtually absent without NFκB activation was massively induced after 30 min. The decrease in translocation of RGS4 protein to the cell membrane, where RGS4 suppresses muscarinic receptor-mediated signalling via interaction with G proteins coupled to muscarinic receptor, was observed between day 1 and day 4. A significant hypercontractility of SMCs began to be detected after day 2 and continued through to day 4. Inhibition of p38MAPK and NFκB/IκBζ activation both suppressed IL-17-induced hypercontractility and the changes of RGS4 translocation. By contrast, IL-1β activates JNK as well as NFκB/IκBζ and p38MAPK. Inhibition of NFκB/IκBζ and JNK abrogated the effect of IL-1β while p38MAPK inhibition enhanced it. Thus the balance in the relative activity levels of JNK and p38MAPK is critical for determining the direction of contractility. NFκB-IκBζ signalling regulates the movement of MAPK-triggered molecular events toward/against hypercontractility of SI SMC.

**Figure 7:**
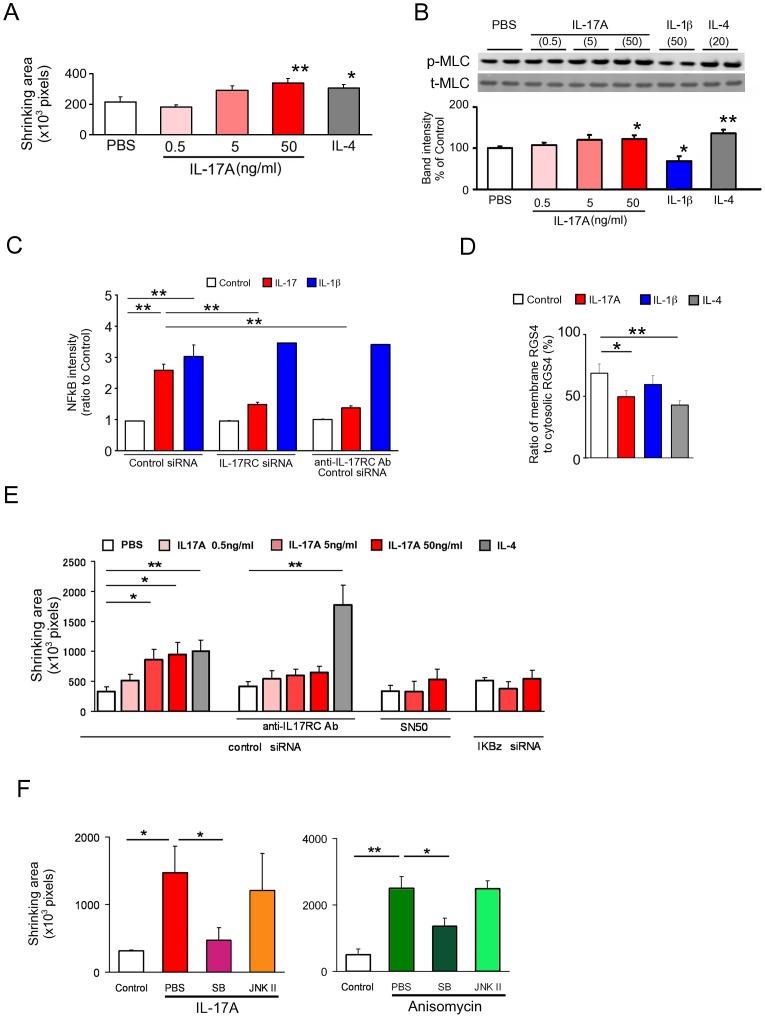
IL-17A-induced hypercontractility and its signal transduction in cultured human colonic SMCs. (**A**) Contractility assay of IL-17A-treated human SMCs. SMCs were cultured with IL-17A and IL-4 for 5 days and contractility was evaluated as described in Figure? 6A. (**B**) Immunoblot analysis of p-MLC and quantitation of band intensity in samples of colonic SMCs treated with or without IL-17A, IL-1β or IL-4 (n = 6). The cells were treated with 10^−11^ M CCh for 3 min. The ratio of p-MLC to total MLC was calculated as described in Materials and Methods and normalized to untreated samples. N refers to the number of experiments. Upper panels are representative images. (**C**) Relative intensity of NFκB p65 immunosignal accumulated in the nucleus was measured in cultured colonic SMCs after 30 min treatment with PBS, IL-17A or IL-1β in the absence or presence of anti-IL-17RC antibody or siRNAs to control and IL-17RC. (**D**) The effect of IL-17A and IL-1β on RGS 4 activity in human SMCs on day 4 was assessed (n = 4). RGS4 activity was evaluated as described in Materials and Methods. (**E**) Effect of anti-IL-17RC antibody, SN50 and IκBζ siRNA on IL-17A-induced contractility in human SMCs. Contractility was measured on day 4 (n = 3–6) as described in Fig.6A. (**F**) The effects of MAPK inhibitors on IL-17A- and anisomycin-induced hypercontractility on day 4 (n = 3–6). The left and right panels show the effects MAPK inhibitors on IL-17A-, and anisomycin-induced contractility, respectively. Contractility was measured as described in Fig. 6A (n = 3). Numerical data represent means ± s.e.m. *P<0.05, **P<0.01, Student's t-test under the closed testing procedure for multiple comparison (**A–F**).

## Discussion

The present study indicates that IL-17A can induce hypercontractility during the healing stage of T cell-mediated intestinal inflammation through RGS4 signalling in SMCs. Although the present enteritis model does not simulate the pathophysiology of clinical GI disorders such as celiac disease, IBD and IBS, our findings may provide a novel point of view for evaluating the role of T cells and IL-17A in GI disorders.

T cell activation has been observed in a variety of GI disorders. Celiac disease is a T-cell-mediated autoimmune enteropathy due to ingested wheat gluten and related proteins [26]. Altered motility in various GI regions has been reported, not only in untreated celiac disease patients but also in patients on a gluten-free diet who showed unequivocal clinical improvement due to changes in their diet. These reports indicate that T cell activation may induce GI motor disorders in human. However, the reported abnormalities in the small intestines were predominantly the hypomotility concomitant with intestinal inflammation [27]–[29] while accelerated transit was observed only in the colon. Similarly, it has been reported that IBD patients display hypomotility or reduced contractility in the small intestines [30]–[32]. A considerable percentage of IBD patients develop IBS symptoms including diarrhoea especially during remission [33]. However, whether a real hypermotility or power propulsion response could account for diarrhoea in such patients is still uncertain. For IBS patients, although they do not manifest histological aberration, there is now good evidence for low grade inflammation and immune activation [34], [35] including the increase in the intestinal level of CD3, CD4 and CD8 cells [36]–[38]. Accelerated transit in the colon and small intestines has been frequently observed in IBS patients [39]–[42]. Furthermore, a recent study addresses the possibility that enhanced SI transit could be clinically translated into the generation of symptoms in a subset of IBS patients [29]. Thus a relationship between T cell activation and intestinal hypermotility has been suggested in a wide variety of GI diseases.

The importance of Th17 cells in the pathogenetic mechanisms of IBD (and possibly of celiac disease) has been suggested by numerous studies especially of population genetics and animal disease models [43]–[49]. However, the failure of anti-IL17A antibody therapy for Crohn's disease in phase II clinical trials has questioned the postulated role of IL-17A in a pathogenetic mechanism of inflammatory GI diseases [50], [51]. Furthermore, evidence suggesting the involvement of IL-17/23 axis in the pathophysiology of IBS is still lacking. Thus the pathophysiological significance of IL-17A in GI diseases has not been established.

In addition to the ambiguous role of IL-17A in GI diseases, coexistence of various cytokines makes it difficult to delineate the effect of IL-17A on the motility in GI diseases. Th2 cytokines such as IL-4 and IL-13, are known to induce hypercontractility [12]–[14] while Th1 and proinflammatory cytokines (e.g., IL-1β, TNF-α, and IFN-γ) induce hypocontractility [8]–[10]. Therefore, the final outcome during the cytokine surge induced by active inflammation is a composite of the multiple effects elicited by numerous cytokines resulting in the masking of the effect brought on by IL-17A. In the present study, it appeared that IL-17A began to exert its effect on contractility after the termination of the cytokine surge when the significant increase in IL-17A protein still persisted. It should be noted that SI is an extraordinarily specialized locus for control of Th17 cell pathogenicity for systemic and peripheral chronic inflammatory disorders of various organs [52]. In the report, T cell receptor activation resulted in the prominent proliferation and/or influx of IL-17A-expressing T cells in the SI (in essentially the same experimental system using intraperitoneal injection of αCD3, 50–80% of CD4^+^TCRαβ^+^ T cells in the duodenum express IL-17A). Thus a moderate level of IL-17A in the absence of apparent intestinal inflammation might induce hypermotility in PI-IBS and IBD-IBS. Investigation of cytokine profiles after the resolution of, or during the absence of, evident inflammation may help to clarify this point.

The direct induction of SMC hypercontractility by IL-17A has also been reported in allergen-induced airway hyper-responsiveness without any obvious effects on airway inflammation [53]. The authors showed that the enhancement of hypercontractility by IL-17A in airway-hyper-responsiveness involves NFκB signalling whose downstream cascade consists of a ras homolog gene family, member A (RhoA) and Rho-associated, coiled-coil–containing protein kinase 2 (ROCK2). This addresses the assumption that the IL-17A-induced hypercontractility might be involved in the disorders of various organs. Investigations into the possible role of IL-17A in the contractility of SMCs of other organs, such as the uterus, blood vessels, urinary bladder and so forth, may open a new approach to treatment of diseases related to abnormal contractility of SMCs e.g., hypertension, asthma, pollakiuria, subarachnoid hemorrhage and threatened abortion.

The present study investigated the mechanism by which IL-1β and IL-17A exert the opposite effect on SMC contractility. While IL-1β appears to reduce contractility in intestinal tissues and SMCs [54], [55], many reports have shown that this cytokine enhances contractility in lung tissues and airway SMCs [56], [57]. IL-1β has been reported to activate NFκB signaling and inhibition of NFκB signaling, which abrogates the IL-1β-induced alteration of contractility in both types of SMCs [25], [58]. Furthermore, in the present study, IL-1β and IL-17A exert the opposite effect on SMC contractility in the same intestinal SMC preparation both in an NFκB-dependent manner. These data suggest additional signaling(s) is/are involved in the determination of direction of SMC contractility in addition to NFκB signaling. Moreover, the present results indicate a possible involvement of MAPKs; the NFκB-triggered effect on contraction was correlated with an increase in p38MAPK activity but to a decrease in JNK activity. This is intriguing because it has been reported that the pro-asthamtic contraction of airway SMCs by lipopolysaccharide is induced by activation of ERK1/2 and counteracted by p38MAPK [59]. Along these lines, Murthy and colleagues have been investigating the possible involvement of NFκB, MAPKs and RGS4 using rabbit colonic smooth muscle cells [25], [60], [61]. They reported the activation of ERK1/2 and p38 MAPK enhances, and PI3K/Akt/GSK3β signaling reduces, the IL-1β-induced, NFκB-mediated RGS4 upregulation in rabbit colonic SMCs [60]. Furthermore, they also recently reported that JNK activation decreases RGS4 expression in the presence or absence of IL-1β stimulation [61]. Their results are opposite to those of the present study in terms of the direction of action of P38 MAPK and JNK, and differ in the presence or absence of ERK1/2 activation (we have not observed evident ERK1/2 activation by IL-1β). The apparent discrepancy may be due to differences in the sources of intestinal preparation (rabbit colon vs mouse small intestine/human colon) or experimental conditions (methods of preparation and culture, etc.). Regardless, these findings suggest the balance of MAPK activities may be critically involved in the determination of the direction of contractile response in lung and intestinal SMCs. Further investigations into the possible role of MAPKs in the contractility of SMCs from other organs will greatly assist in our understanding of SMC biology.

In summary, the present study indicates that IL-17A induces hypermotility by enhancing contractility of SMC and clarified its signalling cascade, which consists of IκBζ-RGS4 in crosstalk with p38MAPK. Although the relevance of these findings to human GI diseases is unclear, our results suggest it may be important to investigate the possible role of IL-17A in GI pathophysiology from a novel, previously unpostulated context.

## Supporting Information

Figure S1 **Profiles of αCD3-induced enteropathy of wild-type and IL-17A KO mice.** (**A**) body weight, (**B**) histology, (**C**) tissue cytokine mRNAs measured by real-time RT-PCR (top) and tissue cytokine proteins measured by Bio-plex (bottom). Wild-type mice treated with 12.5 µg/body of αCD3 resulted in massive apoptosis in the small intestine with the least influence on the proinflammatory cytokine levels in the blood as previously reported by ourselves [19]. Mice developed diarrhoea within 4 hours. Body weight loss was observed from day 1 to day 3, although the weight started to recover from day 3 onwards as shown in Figure S1A (n = 6–20). Macroscopically, there was fluid accumulation in the small intestine of αCD3-treated mice. The small-intestinal mucosa of αCD3-treated mice was characterised by reduced villous height, increased thickness of the crypt region and infiltration of inflammatory cells. The histological features returned to normal by day 7. No gross histological damage to the circular or longitudinal muscle layers was observed (Figure S1B; Scale bar, 200 µm). With the exception of IL-23, all mRNA of tested cytokines were rapidly induced and significant elevation for several cytokines above their normal level was observed e.g., IL-1β, TNF-α, IFN-γ and IL-17A (Figure S1C; n = 6). The elevation in the level of cytokine proteins was transient, although significantly higher levels of IL-17A persisted until day 7. The changes in body weight and cytokine profiles are essentially the same between wild-type mice and IL-17A KO mice. Examination by a professional histologist in a blind manner found no evident difference between wild type and IL-17A KO in the degree and profile of αCD3-induced inflammation (data not shown; n = 5). These results strongly suggest no significant variation between the enteropathy in wild-type mice and that of IL-17A KO mice. Data represent means ± s.e.m. *P<0.05, **P<0.01 versus (Control/PBS-treated), Student's t-test (**C**).
(TIF) Click here for additional data file.

Figure S2 **Murine LM was digested in the buffer containing 0.1% type II collagenase and 0.1% soy bean trypsin inhibitor (Sigma-Aldrich) and the dispersed cells were plated in type IV-collagen coated plates in HuMedia-SG2 (Kurabo, Osaka, Japan).** After 9 days of culture, medium was replaced to non-serum medium M199 containing antibiotics-antimycotics (Sigma-Aldrich). Immunocytochemistry using antibodies to PGP9.5, GFAP, p75-NGF-receptor, F4/80, CD117, Pan-Neuro and α-smooth muscle actin revealed that the purity of cultured SMCs were >95%. (**A**) Immunostaining by αα-smooth muscle actin (αSMA) of murine SI SMCs is shown. The figure shows a well differentiated SMC (with large nucleus and potent immunostaining by αSMA) and differentiating SMCs (with small nucleus and weak immunostaining by αSMA). Scale bar, 50 µm. (**B**) Contractility assay of IL-17A-treated murine SMCs on day 2. SMCs were cultured with IL-17A, IL-4 or anisomycin for 2 days and contractility was evaluated as described in Figure 6A. (**C**) Effect of NFκB inhibitor on IL-17A-induced contractility in murine SMCs. An NFκB inhibitor type IV (1 µM, Calbiochem) was added 15 min before IL-17A addition. Contractility was measured on day 4 (n = 3–6) as described in Fig. 6A. (**D**) The effect of IL-17A and IL-1β on RGS 4 activity in murine SMCs on day 4 was assessed (n = 4). RGS4 activity was evaluated as described in Figure 7D. (**E**) Screening of MAPK activities induced by IL-17A or IL-1β. Murine SMCs cultured with cytokines for 4 days were lysed and activities of 24 MAPKs were measured using a ProteomeProfiler kit (R&D Systems). Numerical data represent means ± s.e.m. *P<0.05, **P<0.01, Student's t-test under the closed testing procedure for multiple comparison (**B–D**).
(TIF) Click here for additional data file.

Figure S3 **Human colonic SMCs were obtained from ScienCell Research Laboratories and cultured according to the supplier's protocol.** (**A**) Immunostaining by α-smooth muscle actin (αSMA) of human SI SMCs is shown. (**B**) Immunofluorescence staining of NFκB p65 protein in primary cultured human SMCs after 30 min treatment with IL-17A, IL-1β or IL-4. Scale bar, 50 µm (**C**) The effect of IL-17RC and IκBζ siRNAs on p-MLC in human colonic SMCs treated with IL-17A, IL-1β and IL-4 (n = 4). p-MLC was evaluated as described in Figure 5F. (**D**) Screening of MAPK activities induced by IL-17A or IL-1β. Human SMCs cultured with cytokines for 4 days were lysed and activities of 24 MAPKs were measured using a ProteomeProfiler kit. Numerical data represent means ± s.e.m. *P<0.05, **P<0.01, Student's t-test under the closed testing procedure for multiple comparison (**C**).
(TIF) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

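RNA from muscle strips of the small intestine of mice, cultured for 24 h, was measured on 18 microarrays, 6 each of control strips, strips treated with IL-17A and strips treated with IL-17A and 6-shogaol. The paper reports on the first 2 groups only. The authors deposited, for each array, the output of the scanner software and a table of processed values. The values used here are the processed intensities of the scanner software, which the authors deposited after background subtraction and correction for trends across the array, with no scaling between arrays. On all 18 arrays the deposited table held the same intensities, so it is no separate source. For a single alternative, the deposited mean intensity of each spot and the median intensity of its local background were used. The paper's methods name a global normalization in GeneSpring, whose output is not used here.

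The scanner output lists 45018 spots per array, and the 43379 that are not control spots stand for 41174 distinct probes. Spots marked as uneven or as far from their repeats were left out, between 36 and 91 per array, and 0 spots were saturated. Between 58.35 and 63.65% of the spots of an array were well above background. The number of arrays limits the precision. The log2 of each intensity was taken, the 75th percentile of the array over the spots that are not controls was subtracted, and the spots of a probe were averaged. Gene names and probe positions are those of the scanner output, with positions on mm8. Of 25903 probes with a RefSeq accession, 24375 had that accession in the RefSeq table of assembly GRCm38.p6, which was used for current names only.

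IL-17A was compared with control, and IL-17A with 6-shogaol was compared with each of the other groups, always with the 12 arrays of the pair. A probe was tested when it was well above background on at least 6 of the 12. Fits were made with limma 3.58.1 (lmFit and eBayes, default settings) in R 4.3.3, and figures with matplotlib 3.10.9 in Python 3.11.15. All tests were two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. Single genes were also tested with an exact permutation test over the 924 regroupings of 12 arrays, whose smallest p is 0.00216. Where a gene had several probes, the one with the highest mean over the arrays of the fit stood for it. The genes named are those labelled in Figure 4A, 4B and 4F, except 1 that is not reported here, Rgs4, and, for IL-17A against control and for IL-17A with 6-shogaol against IL-17A, the 5 largest rises and the 5 largest falls among called probes whose groups did not overlap and whose name is a gene symbol. The number of genes past the threshold among those the paper names was defined after the data had been examined, because a count that included the genes with the largest changes would hold genes picked for being called.

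The fits were tested on simulated data made from the arrays' own means and spreads, with 200 probes changed. For IL-17A against control (24798 probes), 94% of changes of 1 on the log2 scale and 99% of changes of 2 were called, and 6.31% of the calls were false. For IL-17A with 6-shogaol against IL-17A (25108 probes) these shares were 93%, 99% and 5.88%, and against control (24951 probes) 95%, 99% and 5.83%. With no change put in, 0 probes were called in each comparison.

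Lists of genes were tested with limma's camera, with the correlation between genes estimated, and with fry. They cover NFκB proteins and their inhibitors, smooth muscle contraction, targets of Nrf2, the response to hypoxia, and markers of enteric neurons and glia, interstitial cells of Cajal, intestinal epithelium, macrophages, mesothelium, lymphocytes and the acinar pancreas, and were written from general knowledge before the data were examined. For the share of IL-17A-changed probes that moved back with 6-shogaol, 100 runs with unchanged groups were simulated, because both comparisons use the same IL-17A arrays.

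The alternatives were normexp background correction with an offset of 50, quantile normalization, the 75th percentile over probes well above background on all arrays, the median in place of the 75th percentile, the deposited table, no filter, a filter on every array, all 18 arrays in 1 fit, array weights, the replicate number as a block, the slide as a random or fixed block, scan day as a block, the unpaired Student's test of the paper's statistics section, stricter thresholds, the mean of all probes of a gene, and each array left out in turn. The closing section gives their effect. No mapped array was left out.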

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

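The tests of slides in the comparisons with 6-shogaol, of slides for the genes of Figure 4A and of the other probes of a gene were chosen only after the results were seen, and the remaining tests were set before.

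Of the 42 probes past the threshold between IL-17A and control, 36 lie outside the genes the paper names, 26 of them higher and 10 lower in IL-17A. They stand out because the paper does not report on them. Besides the genes of Figure 4A, the largest rises were Sprr2d, with a log2 fold change of 1.53 (adjusted p = 0.0186 by limma), and Tm4sf5, with 1.40 (adjusted p = 0.0262). The largest falls were Apol3 (now Apol7a) with -0.83, Adam28 with -0.75, Hoxc8 with -0.59 and D4Bwg0951e (now Lurap1l) with -0.49. Gata6 fell by 0.79 at a dim probe (adjusted p = 0.0252), whereas its brightest probe gave -0.26 and was not past the threshold (adjusted p = 0.279). In each of these probes but the brightest of Gata6, all 6 arrays of a group lay beyond all 6 of the other. None of Sprr2d, Tm4sf5, Apol3, Adam28, Hoxc8 and D4Bwg0951e was past the threshold with slide as a fixed block, although all kept their direction. With 1 array left out, Adam28 lost its call in 10 of 12 fits, Tm4sf5 in 8 and Hoxc8 in 6, with log2 fold changes from -0.85 to -0.70, from 1.28 to 1.58 and from -0.62 to -0.51. Tm4sf5, well above background on 4 of 6 controls, was at 0.356 with normexp background correction. That correction adds an offset to each intensity, which by itself shrinks the changes of dim probes. How far the size of the rise of Tm4sf5 depends on the background subtracted therefore stays open. With the same correction Apol3 was at -0.198, Adam28 at -0.02 and Hoxc8 at 0.016, none past the threshold. Because of the offset, the same question stays open for these falls.

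Among 100 splits of the same 12 arrays into 6 and 6, only 1, the real one, gave as many calls, and the largest other count was 14, so chance is excluded as the source of the number of calls. The other probes of the called genes went the same way in 83.3% of cases, 15 of 18, which argues against faults of single probes as the whole source. Only 2 of the 18 were past the threshold themselves. The median log2 fold change of the other probes in the direction of the first was 0.13, against 0.81 for the first probes. The first probes were picked as the largest called change of their gene, and their median includes genes without other probes. Part of the gap was thus fixed by the choice, and whether much of the change belongs to single probes stays open. Differences between slides are not excluded. Between the 4 controls of slide 1 and the 4 IL-17A arrays of slide 3, 770 probes were called, and 347 of them, 45.1%, had the same sign on slide 2, where both groups lie. This is what was set down beforehand as the outcome if slides were the source. Over all 24810 probes the share was 45.4%, and differences between replicate numbers would lower it too, since slide 2 sets controls 5 and 6 against IL-17A arrays 1 and 2. The test therefore does not separate slides from replicate number. All 42 probes called over the 12 arrays kept their sign on slide 2, but the arrays of slide 2 took part in choosing them, so this decides nothing. A fixed block for slide left 14 calls, 5 of them among the 42. Of these 14, chosen from the difference on slide 2, 11 had the same sign between slides 1 and 3. For most of the 36 probes, slides and replicate number therefore stay open beside an effect of IL-17A.

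For the genes of Figure 4A the tables say more. With slide as a fixed block, 5 of the 16 were past the threshold, 4 of which were also past it without the block, so slides alone do not account for these genes. Slide 2 gives this difference from 2 arrays against 2, and those arrays also differ in replicate number.

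Both comparisons of the 6-shogaol group, which the paper does not report on, gave far more calls than IL-17A against control. Against IL-17A, 5850 of 25126 probes were past the threshold, 3524 higher and 2326 lower, and 362 of them changed by at least 1 on the log2 scale. Against control, 4426 of 24974 were past it, 2497 higher and 1929 lower, and 207 changed by at least 1. In each comparison only 1 of 100 splits, the real one, gave as many calls, and the largest other counts were 2 and 1, so chance is excluded. All arrays with 6-shogaol lay on slides 4 and 5, which carried no other group, so 6-shogaol and slide cannot be told apart. Arrays on separate slides also differed within a group. Between the 2 and the 4 arrays with 6-shogaol on the separate slides, 487 probes were called, and 85 between those with IL-17A, while limma called 0 probes in every other division of these arrays into 2 and 4, with at most 1913 and 2613 at an unadjusted p under 0.05. Between the controls of the 2 slides, limma called 0 probes, with 1810 at an unadjusted p under 0.05, fewer than the 3442 of another division. Within each group the slides also part the replicate numbers, and slide 5 was scanned on another day, so these differences are not tied to slides alone. A random block for slide left 1628 and 1845 probes past the threshold. This block takes the spread between slides into account but cannot separate it from the treatment.

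The other probes of genes that changed by at least 1 went the same way in 58.1% of cases against IL-17A, 72 of 124, and in 66.2% against control, 43 of 65. Of these other probes, 31 of 124, 25%, and 20 of 65, 30.8%, went the same way and were past the threshold themselves. Their median log2 fold change in the direction of the first probe was 0.05 and 0.08, against 1.24 for the first probes in either comparison. Against control the share is above the 50% that unrelated probes would give, and against IL-17A it is not clearly so, but the pair of shares are close and the probes of a gene are not independent. The first probes were also picked as the largest called change of their gene, and their medians include genes without other probes. Part of the gap in medians was thus fixed by the choice. In both comparisons, whether much of the change of at least 1 belongs to single probes and not to whole genes therefore stays open.

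Against IL-17A, Fgf21 had a log2 fold change of 2.78 (adjusted p = 0.00169 by limma) and Dntt of 2.42 at its brightest probe and 2.54 at another. Vps13a rose by 2.68 at a probe other than its brightest, which gave 0.19 (adjusted p = 0.0599), and Fkbp11 by 2.54 at such a probe, with -0.05 at the brightest. Of the IL-17A arrays, the other probe of Dntt was well above background on 3 of 6 and that of Fkbp11 on 5 of 6, so the size of these 2 rises depends on how the background was subtracted. Tnfsf12 was well above background on 0 of 6 IL-17A arrays and 6 of 6 with 6-shogaol. Its IL-17A values were raised, where lower, to the dimmest signal well above background on their array, which made it 3-fold higher with 6-shogaol. That floor is the lowest on each array, so 3-fold is not a strict lower bound. Cd207 had -4.36, Sprr2f -2.56, Ucn -2.23, V1rd20 (now Vmn1r181) -2.19 and Akr1b7 -2.12. With 6-shogaol, Cd207 and Sprr2f were well above background on 2 of 6 arrays, Ucn and V1rd20 on 4 and Akr1b7 on 5, so the size of these falls depends on how the background was subtracted. In each named probe but the brightest of Vps13a and Fkbp11, all 6 arrays of a group lay beyond all 6 of the other. Slides remain open for these genes too.

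Among 168 groups of 6 arrays, 11 held an array farther from the others than Dixon's 95% critical value allows, against 8.4 that chance gives, about 1 in 20. In log2 intensity relative to the 75th percentile, control array 5 had 1.944 in Csf2 (the others 3.142 to 3.742), control array 3 had 2.56 in Mmp13 (1.564 to 1.727) and -1.116 in Traf6, and control array 2 had -0.652 in Vps13a. IL-17A array 5 had 1.842 in Cxcl2 (2.495 to 2.884), IL-17A array 3 had 2.762 in Mmp13 (1.985 to 2.173) and IL-17A array 2 had -5.753 in Hoxc8. With 6-shogaol, array 1 had -0.841 in Pik3cd and -1.384 in Pik3r1, and array 3 had -4.021 in Apol3 and -6.37 in V1rd20. The number of such groups is near what chance gives, and no technical or biological explanation was tested for the single arrays. This count takes each gene alone and does not address an array that is low in many genes. Control array 5 was the lowest control in every gene of Figure 4A but Cxcl10, Mmp13 and Timp1, and in Nfkb1 and Nfkbiz. Without it, 5 of the genes the paper names were past the threshold, and the log2 fold change of Nfkbiz was 0.634.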

How the results depend on the processing

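Every alternative was set before the data were examined, although the use of a slide block as a test, described above, was chosen afterwards. The comparison of replicate number with slide was chosen only after the result was seen, and so was the count of genes named by the paper, described above under processing.

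For IL-17A against control, 42 probes were called. Normexp background correction gave 81, all 18 arrays in 1 fit 79, array weights 74, slide as a random block 27 (correlation within slides 0.07), slide as a fixed block 14, and no filter 8 of 41174 probes tested. The unpaired Student's test called 3147 unadjusted and 0 after the Benjamini-Hochberg adjustment. At an adjusted p under 0.01, 8 were called, and 14 changed by at least 1 on the log2 scale. Quantile normalization (38), the 75th percentile over probes well above background (40), the median (41) and the filter on every array (46) gave similar counts. All 42 probes kept their sign under each of these settings that tested them, except 1 under normexp. The share of calls that were higher was 76.2%, against 86.8% with quantile normalization and 87.8% with the median. It was 35.3% with the unadjusted Student's test, 41% without IL-17A array 2 and 46.8% without IL-17A array 1, so the balance of rises and falls reverses there, and it was 58.2% with all 18 arrays in 1 fit, 60.8% with array weights and 66.7% with normexp. Leaving out 1 array gave from 9 calls, without IL-17A array 3, to 100, without IL-17A array 2, and 9 of the 12 counts differed by over 1.5 times. The number of calls therefore depends on single arrays and on the setting. The cause was not tested, except that the fixed block uses 4 arrays for the difference.

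Of the genes the paper names, 5 were past the threshold. The count was 3 with no filter, 17 with the unadjusted Student's test and 0 with that test adjusted. Leaving out 1 array gave from 3, without control array 6 or IL-17A array 3 or 6, to 6, without IL-17A array 1. The other alternatives, apart from the replicate block, gave from 5 to 7.

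Nfkbiz kept its direction under every alternative. Its adjusted p of 0.0892 passed the threshold with normexp (log2 fold change 0.72, adjusted p = 0.0485), all 18 arrays in 1 fit (0.749, 0.0288) and slide as a fixed block (1.36, 0.00481), and its unadjusted p did so by the Student's test (0.749). Over all alternatives the adjusted p ranged from 0.00481 to 0.244, the highest with no filter. Leaving out 1 array gave log2 fold changes from 0.634, without control array 5, to 0.815, without IL-17A array 5, none past the threshold. The cause was not tested.

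Over the 44 genes named for IL-17A against control, the 12 fits with 1 array left out kept the direction and the side of the threshold in 489 of 528 cases, with 38 losses of a call and 1 gain. The losses gather in Adam28, which lost its call in 10 of the 12 fits, Tm4sf5 in 8 and Hoxc8 in 6. Cxcl5 lost it in 4, Lcn2 and Apol3 in 3, and Sprr2d and D4Bwg0951e in 2. Without the filter, 8 genes lost their call. Hoxc8, at -0.59, was at 0.016 with normexp, and Adam28 at -0.02, while Apol3, at -0.83, was at -0.198 and lost its call, and Tm4sf5, at 1.40, was at 0.356 and kept it. Tm4sf5 was well above background on 4 of 6 control arrays, and Hoxc8 and Adam28 were well above background on 4 of 6 IL-17A arrays, so their values may depend on the background subtracted. The normexp values cannot show this, because the offset by itself shrinks the changes of dim probes. Under slide as a fixed block, 7 genes lost their call, 2 gained one and 7 genes with no call changed sign.

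With the replicate number as a block, 104 probes were called, 33 of them among the 42, and 11 of the genes the paper names, with Timp1, Cxcl1, Csf2, Cxcl2, Mmp3 and Nfkbiz (0.749, adjusted p = 0.0318) added to the 5. Against IL-17A and control, the 6-shogaol group gave 5113 and 4650 calls with the block. Deviations from the group means of control and IL-17A arrays that share a number correlated by -0.018 to 0.423, with a mean of 0.236, the highest of all 720 matchings. It was over 0.1 in 5 of 6 pairs but not in the other, so the numbers were not taken as pairs. The highest mean of 720 argues against numbers that are unrelated between the groups, and a pairing by experiment stays open. With 6-shogaol the mean was 0.161 against control, also the highest of 720 and over 0.1 in 5 of 6 pairs, and 0.088 against IL-17A, with 12 of 720 matchings as high and 2 of 6 pairs over 0.1. The deposited description speaks of 6 independent experiments but does not say that the numbers mark them. For the comparison of number with slide, control and IL-17A arrays that share slide 2 had a mean correlation of -0.137. Differences between replicate numbers may thus contribute to the signs on slide 2, where controls 5 and 6 meet IL-17A arrays 1 and 2, beside differences between slides. This was found and tested on the same arrays.

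For IL-17A with 6-shogaol against IL-17A, the 5850 calls became 10222 with normexp, 1628 with slide as a random block (correlation 0.3), 9164 with the unadjusted Student's test, 2521 at an adjusted p under 0.01 and 362 with a change of at least 1. The share of calls that were higher was 60.2%, against 28% with normexp and 45.2% with the median, so the balance of rises and falls depends on the processing. Against control, the 4426 calls became 1845 with slide as a random block (correlation 0.218), 7846 with the Student's test, 1917 at an adjusted p under 0.01 and 207 with a change of at least 1, and the share that were higher was 56.4%, against 37.8% with normexp. The remaining alternatives stayed within 1.5 times, with 4510 to 5826 and 3609 to 4128 calls when 1 array was left out. The cause was not tested. By camera, 0 gene lists were past the threshold, and by fry 4 were. The share of probes moved back was 66.7%, 71.1% with quantile normalization and 71.2% on average with the IL-17A arrays split into groups of 3.

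All 12 arrays of IL-17A against control were scanned on the same day, so scan day gave no value there. The deposited table equals the scanner values, so that alternative says nothing about stability.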

Differences from the paper's values

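The paper's methods give 8 arrays per slide for the array used, and the deposited arrays lie on slides of 4. None of the alternatives set before the data were examined bears on this number.

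The paper states that IκBζ was upregulated, and Figure 4B colours it as significantly increased. Here Nfkbiz was higher in IL-17A, with a log2 fold change of 0.75, but was not past the threshold over all probes (adjusted p = 0.0892 by limma). Of the alternatives set before the data were examined, normexp background correction, all 18 arrays in 1 fit, the replicate block, slide as a fixed block and the unadjusted Student's test of the paper's statistics section put it past the threshold, and the others did not. The adjusted p ranged from 0.00481 to 0.244.

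Figure 4B colours 7 genes as increased and 2 as decreased, and by limma 0 of these 9 were past the threshold over all probes, with 4 at an unadjusted p under 0.05. The unadjusted Student's test calls Nfkbiz, Traf3ip2, Mapk14, Nfkb1, Jak1 and Map3k7 in the direction shown. The brightest probes of Cebpb and Il17rc were called under none of the alternatives. At another probe of each, the unadjusted Student's test does call Cebpb (0.22) as higher and Il17rc (-0.22) as lower. Among the coloured genes reported here, the brightest probe of Cebpb was, against its colour, lower in IL-17A, by -0.19. With 1 array left out, this value ran from -0.271, without IL-17A array 1, to -0.106, without IL-17A array 6. Within slide 2 it was 0.25. Pik3ca is not coloured, and a probe other than its brightest is called as lower by the same unadjusted test (-0.17).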

Other observations

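No test in this part was chosen after its result was seen. The tests of the gene lists and of the share of probes moved back were set before.

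Of the 42 probes called between IL-17A and control, 28, or 66.7%, moved back with 6-shogaol, 20 of 32 that were higher and 8 of 10 that were lower. Since both comparisons use the same IL-17A arrays, opposite signs arise without any effect. In 100 simulated runs with no effect of 6-shogaol the share was 58.5% on average and from 36.8 to 85.2%, and 18 runs reached the observed share. The simulation therefore does not exclude the shared arrays as the source. With the IL-17A arrays split between the comparisons, the share was 71.2% on average over 20 splits, from 54.8 to 95.2%. It did not fall with this split, so the shared arrays are not shown to be its whole source. An effect of 6-shogaol or of slide stays open beside them.

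Among the genes of Figure 4, Il6 was lower with 6-shogaol than with IL-17A alone, with a log2 fold change of -0.63 (adjusted p = 0.00327 by limma, lower in 6 of 6 arrays than in any with IL-17A). Csf3, Lcn2, Mmp9 and Cxcl5, with -0.02, 0.21, -0.18 and -0.29, were not past the threshold, and nor was Nfkbiz, with -0.31 (adjusted p = 0.0614). Saa1, Tnf and Ccl2 were higher, by 0.83, 0.53 and 0.52, and past the threshold. A dimmer probe of Saa1 gave 0.26 and was not past the threshold (adjusted p = 0.453 by limma). Also past it at their brightest probes were Il17ra, Pik3r1 and Gsk3b, lower with -0.23, -0.30 and -0.23 (adjusted p = 0.0131, 0.0262 and 0.0342), and Cebpb and Il17rc, higher with 0.43 and 0.22 (adjusted p = 0.018 and 0.0306). Another probe of Cebpb was lower and past the threshold (adjusted p = 0.0212), and another of Il17ra gave 0.003 (adjusted p = 0.975). The other tested probes of Pik3r1, Gsk3b and Il17rc went the same way as the brightest. The confounding of 6-shogaol with slide holds for these values too.

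At its brightest probe, Rgs4 had a log2 fold change of 0.21 in IL-17A against control (adjusted p = 0.324 by limma). Another probe gave 0.06 (adjusted p = 0.907 by limma). With 6-shogaol against IL-17A, the brightest gave -0.38 (adjusted p = 0.0195 by limma) and the other -0.16 (adjusted p = 0.51 by limma). The paper reports on RGS4 protein and its place in the cell, in other samples, so these RNA values do not test its result. Rela, measured by the paper in cultured cells for Figure 4F, had -0.07 in IL-17A against control (adjusted p = 0.7), and 0.11 within slide 2.

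By camera, none of 10 gene lists was past the threshold in any of the 3 comparisons, and 0 had an unadjusted p under 0.05. The acinar pancreas list had too few tested probes. In IL-17A against control, the lists of NFκB proteins, smooth muscle contraction, Nrf2 targets, hypoxia, neurons and glia, interstitial cells of Cajal, epithelium, macrophages, mesothelium and lymphocytes had median log2 fold changes of 0.07, -0.02, -0.03, 0.15, 0.07, 0.06, -0.07, 0.13, -0.16 and -0.26, and the lowest adjusted p was 0.662. The smooth muscle median was 0.01 with quantile normalization, and the mean of the Nrf2 list had the opposite sign to its median. By fry, 4 tests were past the threshold. With 6-shogaol against IL-17A these were neurons and glia, lower with a median of -0.31 (adjusted p = 0.00712), mesothelium, higher with 0.46 (0.0185), and interstitial cells of Cajal, lower with -0.19 (0.0236), the last from 2 probes. With 6-shogaol against control, interstitial cells of Cajal were lower with -0.13 (0.0236). None of these held under camera, and slide is confounded with them. Of the written lists, 11 of 12 genes for neurons and glia, 4 of 5 for mesothelium and 2 of 3 for interstitial cells of Cajal were tested in these strips.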
